A study of Mus with 16 samples. Its data were reported in "B Cells Are Required to Generate Optimal Anti-Melanoma Immunity in Response to Checkpoint Blockade" (2022).

How the data were processed

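RNA was sequenced in 16 libraries, each made from 1 B16 melanoma tumour grown under the skin of a C57BL/6 mouse. Per the labels, the 16 libraries fall into 4 groups of 4: wild-type (WT) untreated, B cell-depleted untreated, WT given an antibody against PD-L1, and B cell-depleted given the same antibody. The series gives 4 mice per group, so each library was taken as a separate animal. Ribosomal RNA was removed and libraries were made with a kit for the Ion semiconductor sequencers. Columns of the deposited table carry the group and a letter from A to D, and libraries are named here by group and letter. Columns of the groups without B cells are named BKO, while the labels say that B cells were depleted, and how B cells were removed is not stated for these samples. Depleted is used here as in the labels, and the B cell comparisons may be of a knockout.

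Read counts per gene were deposited by the authors for 38087 genes, on genome build mm10. The aligner, the counting program and the annotation release are not given in the sources used here. The length listed for a gene equalled its span from start to end in all 38087 genes, introns included, so the counts cover whole gene spans. Spans overlap another gene in 14522 genes (38.1%), and a read in an overlap was listed for both genes. Strand was not used: Gnas had 661917 counts and Gm20721, on the opposite strand of the same place, had 661274. A named gene whose span lies inside another gene is therefore marked as such, and its value cannot be assigned to it alone.

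The same deposited table gives, per the file headers, the GC content in percent of each gene span. The GC slope of a library is the slope of log2 CPM, centred on the mean of each gene over libraries, on GC content per 10 percentage points, over genes of at least 1 CPM on average. It is made from the expression values it is set against, so it also takes up any biology that goes with GC content. A further 32 columns of per-library values, coverage among them, were not used here, because columns that name only a group allow 1 measure per table. Coverage had been looked at before it was left out. The mean read length of a library derived from it differed between groups and followed the first principal component, and as a covariate it left no gene called by edgeR in any comparison but the B cell difference in untreated tumours, where few were left. Its values are not given here because they rest on columns not used here. The GC slope was chosen after that and is a weaker test, so the counts of genes below are not cleared of a technical source. A second table holds log2 values that the authors normalized, and the labels name DESeq with no version for that processing. Each gene in it was shifted to a median of 0 over the 16 libraries (99.98% of genes). A spreadsheet had damaged 13 of its cells and 25 of its gene symbols, so 11 genes were left out of its fit, and 469 more that did not vary. The authors also deposited a table of fold changes for each of the comparisons between B cell-depleted and WT tumours. Those tables list log2 fold changes, fold ratios without sign and p-values of a moderated test, for genes with an unadjusted p-value under 0.05 and at least 2-fold change. The p-values in them were made by the authors with a moderated t-test before deposit and carry no adjustment. Enrichment results that the authors ran on these filtered genes were not used here.

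Total counts ran from 12544573 to 35647409 per library. Counts were tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16, two-sided, with robust dispersions. Factors were TMM and the filter was filterByExpr over the 4 groups, which left 19340 genes: 15110 protein-coding (78.1%), 2296 pseudogenes (11.9%) and 1934 of other types (10.0%). All 16 libraries entered 1 fit with a coefficient for each group. The comparisons were B cell-depleted against WT in treated and in untreated tumours, treated against untreated in WT and in B cell-depleted mice, and the interaction, which is the B cell difference in treated tumours minus that in untreated tumours. P-values were adjusted by Benjamini-Hochberg over all genes of a comparison, and a gene is called changed at an adjusted p-value under 0.05. Errors of log2 changes are standard errors (SE) from this fit. Group values are mean CPM (counts scaled to a common library total) on TMM-scaled sizes with the standard deviation (SD) over 4 libraries, and log2 CPM used a prior count of 2. The exact tests of B cell genes used CPM on raw totals. The median log2 change over all tested genes lay between -0.0131 and 0.0356 in the 5 comparisons.

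Lists of marker genes, 32 in number, were tested with camera of limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01, adjusted over the 28 lists with at least 3 tested members. The lists were B cells, plasma cells and immunoglobulin, MHC class I, MHC class II, dendritic cells, T cells, cytotoxic effectors, T cell activation, checkpoints, regulatory T cells, genes the study names, interferon gamma response, type I interferon response, inflammation, lymphoid chemokines, Toll-like receptors, macrophages, neutrophils, natural killer cells, mast cells, melanocyte lineage, proliferation, hypoxia and angiogenesis, fibroblasts, endothelium, keratinocytes, skeletal muscle, adipocytes, mammary epithelium, erythroid genes, mitochondrially encoded genes, and stress and early response genes. Of their 450 entries, 430 were found in the table, 8 of them by a synonym. Natural killer cells had 1 tested member, mast cells 2, mammary epithelium 1 and the mitochondrial genome 0, so these lists were not tested. The list of genes the study names was chosen by the study on these same samples and is not independent evidence. Estimated correlations and fry were run as other set tests.

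The lists, comparisons, tests and the rule for naming genes were fixed before the data were examined. For each pair of groups the rule took up to 8 genes per direction with the largest change among those called and with all 4 libraries of 1 group above all 4 of the other. Where fewer than 3 passed in a direction, it took the 3 with the lowest p and no requirement that they pass. It added the 4 members with the lowest p of each called list, 5 genes the study names, 5 B cell genes and 11 immune and tumour genes. For the interaction it took the 5 genes with the lowest p per direction. Unnamed gene models were counted but not named by this rule. Some genes that the rule took are not reported here.

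Alternatives fixed with the design were median-of-ratios and upper-quartile factors, no filter, a filter of 1 CPM in 8 libraries, DESeq2 1.42.0, limma-voom, limma on the authors' log2 values, fits of only the groups compared, dispersions without the robust step, other thresholds, and omission of each library in turn. Added after the data were seen were the GC slope as a covariate, offsets removing trends on GC content and gene length in each library (lowess span 0.3), genes overlapping no other gene, protein-coding genes alone, a block by column letter, and omission of 3 libraries that stood apart.

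The fit was tested on simulated counts with known changes. At 2-fold, edgeR recovered 56.6% of changed genes for the B cell difference in treated tumours, 50.5% in untreated tumours, 59.0% for treatment in WT mice, 50.5% for treatment in depleted mice and 23.5% for the interaction. At 4-fold these shares were 92.9%, 87.9%, 92.9%, 92.0% and 65.0%. With no change simulated, 0, 0, 1, 0 and 1 genes were called. The counts were drawn independently for each gene, with no variation shared across the genes of a library. The real libraries hold such shared variation, so these shares and calls are not error rates for them. Exact permutation tests were used for single values, and intervals or limits from counts cover counting error only.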

Results

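RNA was sequenced from B16 tumours, a transplantable mouse melanoma, to ask how B cells take part in the response to blockade of PD-L1, the ligand of the T cell inhibitory receptor PD-1. Tumours grew for 7 days, the antibody was given 3 times at intervals of 3 days, and tumours were taken 3 days after the last dose. Libraries in 4 groups of 4 crossed B cell status with treatment. Mean depth was 28.1 ± 4.2 M counts in WT untreated, 26.0 ± 8.8 in B cell-depleted untreated, 28.8 ± 4.7 in WT treated and 24.4 ± 8.2 in B cell-depleted treated tumours (SD, n = 4). The lowest depth was 12.5 M, in library A of the treated depleted group. Correlations of log2 CPM between libraries of 1 group ran from 0.986 to 0.990 in WT untreated, 0.931 to 0.988 in depleted untreated, 0.973 to 0.989 in WT treated and 0.970 to 0.988 in depleted treated tumours.

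The label of B cell depletion was checked first. Igkc, the constant region of the immunoglobulin kappa light chain (chromosome 6, 70726435 to 70726757), was read in 8 of 8 WT libraries, with 1 to 31 counts in each, and in 0 of 8 depleted libraries. WT libraries together had 65 Igkc counts in 227.5 M, or 0.286 CPM. The 0 counts in 201.6 M of the depleted libraries allow at most 0.0149 CPM over the group (3 counts), so Igkc was at least 19.2-fold lower. WT untreated library C held 31 of the 65 counts, and without it the WT libraries had 34 in 204.4 M (0.166 CPM), which sets the limit at 11.2-fold. An exact permutation test over the 12870 splits gave a two-sided p of 0.000155, the smallest those splits can give, and 0.00497 after adjustment over the 32 B cell and plasma cell genes counted. Igkc was singled out after its values were seen. Ms4a1, which encodes CD20, had 12 and 16 counts, and Cd79b, a chain of the B cell receptor, 25 and 39. Its partner chain Cd79a had 194 and 160 counts (exact p = 0.32), and Ighm, the heavy chain of IgM, had 151 and 64 (exact p = 0.121, adjusted 0.485). Cr2 and Cd22, surface proteins of B cells also chosen after their values were seen, were higher in depleted tumours. Cr2 rose from 0.232 ± 0.070 to 0.450 ± 0.084 CPM (SD, n = 8, exact p = 0.000466, adjusted 0.00746) and Cd22 from 0.787 ± 0.313 to 1.96 ± 0.82 CPM (exact p = 0.00295, adjusted 0.0315). Of the 20 genes on the B cell list, 9 had enough counts for the fit over all genes.

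**Figure D1:**
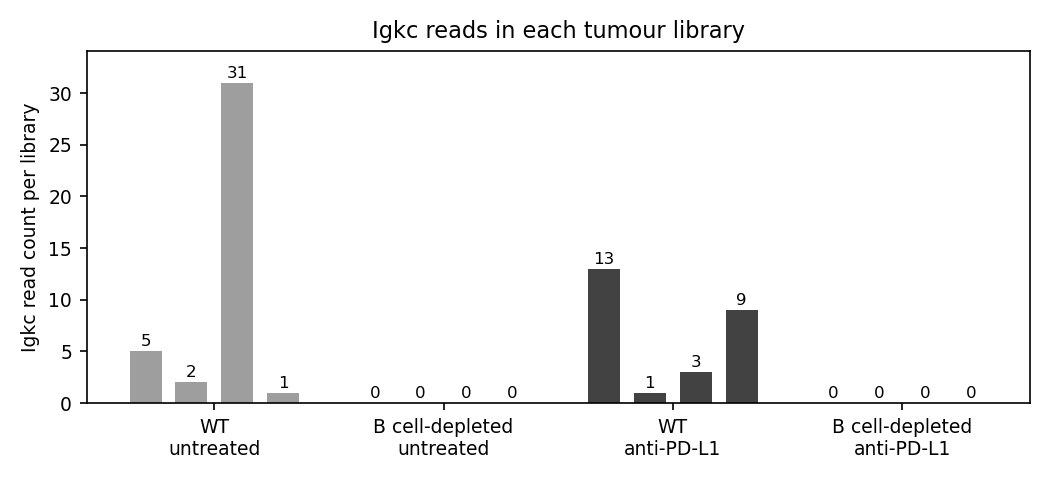
Igkc read counts (vertical axis) in each of the 16 tumour libraries, 4 bars per group. All 8 WT libraries have between 1 and 31 counts and all 8 B cell-depleted libraries have 0.

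The leading axis of expression was close to the slope of expression on GC content. The first principal component held 36.45% of the variance and the second 13.63%. The GC slope was 0.166 ± 0.041 in WT untreated, -0.042 ± 0.424 in depleted untreated, -0.220 ± 0.140 in WT treated and 0.096 ± 0.109 log2 CPM per 10 percentage points in depleted treated libraries (SD, n = 4). The first component correlated with it across the 16 libraries (Pearson r = -0.982, permutation p = 1e-05, adjusted 3e-05; Spearman rho = -0.976; 3 relations tested). Both are made from the same counts, so they are not independent measures. Without the 2 libraries farthest from the median slope r was -0.951, and r of deviations within groups was -0.985. Depth gave r = -0.256 and the percentage of counts in pseudogenes 0.111. Between groups, the slope differed by 0.316 for depleted against WT treated tumours and by -0.385 for WT treated against untreated tumours (exact permutation p = 0.0286 for each, the smallest possible, adjusted 0.0572). It differed by -0.208 for depleted against WT untreated tumours (exact p = 0.457) and by 0.138 for treated against untreated depleted tumours (exact p = 0.714).

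**Figure D2:**
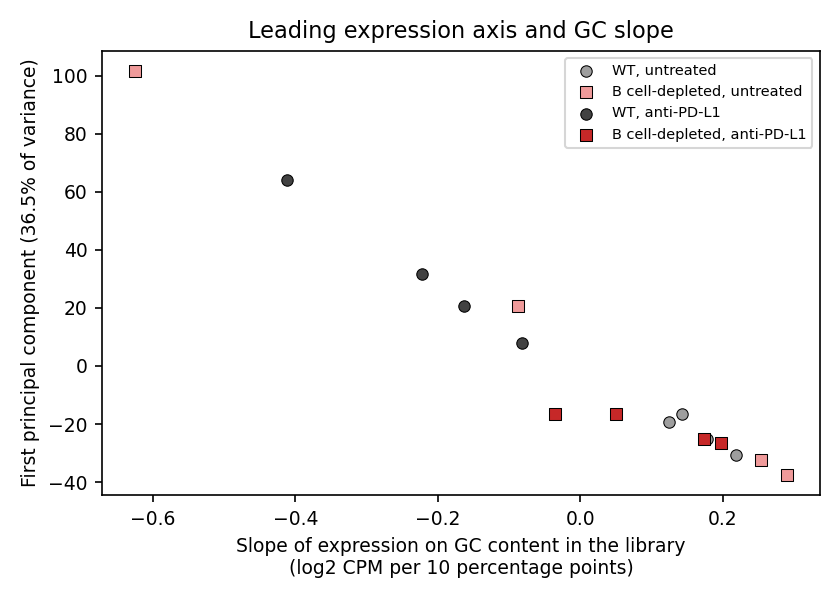
First principal component of log2 CPM (vertical axis) against the slope of log2 CPM on GC content in a library (horizontal axis), 1 point per library, with colours and shapes for the 4 groups. Libraries with a lower slope lie higher, with a Pearson r of -0.982 over 16 libraries.

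In tumours treated with anti-PD-L1, B cell-depleted mice were compared with WT mice to ask what B cells contribute during the therapy. By gene-span counts, depleted tumours had more of the tight junction gene Marveld2, the ribosomal protein gene Rps21, the deubiquitinase gene Usp44 and ERDR1. They had less of Lpl, the lipase that releases fatty acids from circulating lipoproteins. Usp44 went the other way in the authors' log2 values, and Rps21 did not pass without depleted library A. By the edgeR quasi-likelihood test 135 of 19340 genes changed, 86 higher and 49 lower. Of the higher genes 62 were protein-coding and 13 pseudogenes, while of the lower genes 14 were protein-coding and 29 pseudogenes. Genes for MHC class I antigen processing and for the early stress response, taken as lists, stood higher in depleted tumours, although no single member passed and neither list held with an estimated correlation (adjusted p = 0.798 for both).

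Among higher genes, log2 changes (± SE, with edgeR adjusted p) were 2.13 ± 0.45 for Marveld2 (0.0431), 2.11 ± 0.39 for Samd12 (0.0409), 2.02 ± 0.42 for Rps21 (0.0428), 1.97 ± 0.34 for ERDR1 (0.0339), 1.95 ± 0.37 for Tmem63c (0.0421), 1.86 ± 0.37 for Rhbdl1 (0.0421), 1.82 ± 0.37 for Usp44 (0.0428) and 1.75 ± 0.31 for Cyp2t4 (0.0344). ERDR1 went from 33.0 ± 4.9 to 129 ± 30 CPM and Samd12 from 10.3 ± 3.2 to 45.0 ± 22 CPM (SD, n = 4), with 4 of 4 depleted libraries above all WT libraries for each gene named. Lower genes were Tsga10 (-1.41 ± 0.28, 0.0421), Pxt1 (-1.35 ± 0.29, 0.0440), Lpl (-1.29 ± 0.25, 0.0421), the pseudogene Psmb7-ps2 (-1.21 ± 0.17, 0.00999), Rgs22 (-1.04 ± 0.20, 0.0421) and Mir1981 (-0.84 ± 0.19, 0.0493). Lpl went from 6.01 ± 0.80 to 2.44 ± 0.85 CPM. Spans of Rhbdl1, Psmb7-ps2 and Mir1981 lie 100% inside AC159277.1, Gm6787 and Mosc2. Rps21 changed by 1.38 without depleted library A (adjusted p = 0.106 by edgeR). In the authors' log2 values Samd12, Tmem63c and Usp44 went the other way (-0.29, -0.21 and -0.45 by limma).

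The 16 class I genes had a median log2 change of 0.65 (camera adjusted p = 0.00417, adjusted p = 0.798 with an estimated correlation). None passed over all genes and 6 passed when adjusted over the list alone. Psmb8, a subunit of the immunoproteasome that cuts peptides for class I, went from 2.67 ± 1.0 to 13.4 ± 10 CPM (log2 2.32 ± 0.70, adjusted p = 0.0887), with 57.3% of its span shared with Gm20496. Psme2, an activator of that proteasome, changed by 0.92 ± 0.24 (0.0640), the peptide transporter Tap2 by 1.55 ± 0.51 (0.105) and the class I gene H2-Q7 by 1.28 ± 0.45 (0.118). The 12 stress genes had a median of 0.50 (camera adjusted p = 0.0239, adjusted p = 0.798 with an estimated correlation), with 0 passing over all genes and 1, Dusp1, adjusted over the list alone. Dusp1, a phosphatase of MAP kinases, changed by 0.88 ± 0.23 (0.0708), and the early response genes Ier3, Junb and Ier2 by 0.74, 0.73 and 0.62 (adjusted p 0.118, 0.149 and 0.166).

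Genes of T cell function that the study names did not pass. Lag3, an inhibitory receptor of T cells, went from 0.236 ± 0.091 to 0.550 ± 0.11 CPM, higher in 4 of 4 libraries (log2 1.20 ± 0.52, adjusted p = 0.173 by edgeR). Ido2, an enzyme of tryptophan breakdown, changed by 0.66 ± 0.42 (adjusted p = 0.324). The authors' own tables list Lag3 at log2 1.23 (p = 0.00601), Ido2 at 1.36 (p = 0.0345) and the inhibitory receptor Tigit at 1.26 (p = 0.0361), unadjusted. Tigit had 13 counts in WT and 12 in depleted treated libraries and was too low to be tested. The 3 testable genes of 5 that the study names had a median of 0.66 (camera adjusted p = 0.424), with 0 passing over all genes and 0 adjusted over the list alone. In the cytotoxic list, camera adjusted p was 0.163 and 3 of 5 genes passed adjusted over the list alone: Eomes and Tbx21, transcription factors of killer lymphocytes, and Ctsw, named after their values were seen. The chemokine gene Ccl5 changed by 0.71 ± 0.45 (0.315), Cd274, which encodes PD-L1, by 0.31 ± 0.27 (0.464), Vegfa by 0.41 ± 0.20 (0.215), Cd40 by 0.38 ± 0.49 (0.623), the tumour cell gene Mlana by 0.15 ± 0.17 (0.585), and Foxp3 by -0.01 ± 0.17 (0.988), whose span lies in Ppp1r3f. Nlrp10, Cd79a and Ighm changed by 0.07, -0.13 and -0.93 (adjusted p 0.922, 0.835 and 0.533). Low counts kept Cd8a, Cd4, Pdcd1, Ifng and Cxcl13 from being tested. Treated libraries had 10 counts of Cd8a in WT and 13 in depleted tumours, and 30 and 32 of Cd4. They had 5 and 6 of Pdcd1, 4 and 4 of Ifng, and 4 and 2 of Cxcl13. Over both treatments the counts were 16 and 14, 56 and 53, 26 and 15, 8 and 6, and 4 and 4 in that order.

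In the B cell contrast in treated tumours, calls rested on small margins. Leaving out WT library A, B, C or D left 11, 3, 0 (3778 genes at an unadjusted p under 0.05) or 4 genes, and leaving out depleted library A, B, C or D left 12, 24, 24 or 13. With the GC slope as a covariate 40 genes were called, 23 of them among the 135, whose median size went from 1.21 to 0.96 and median SE from 0.233 to 0.210, while DESeq2 called 1503 genes and voom 72.

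**Figure D3:**
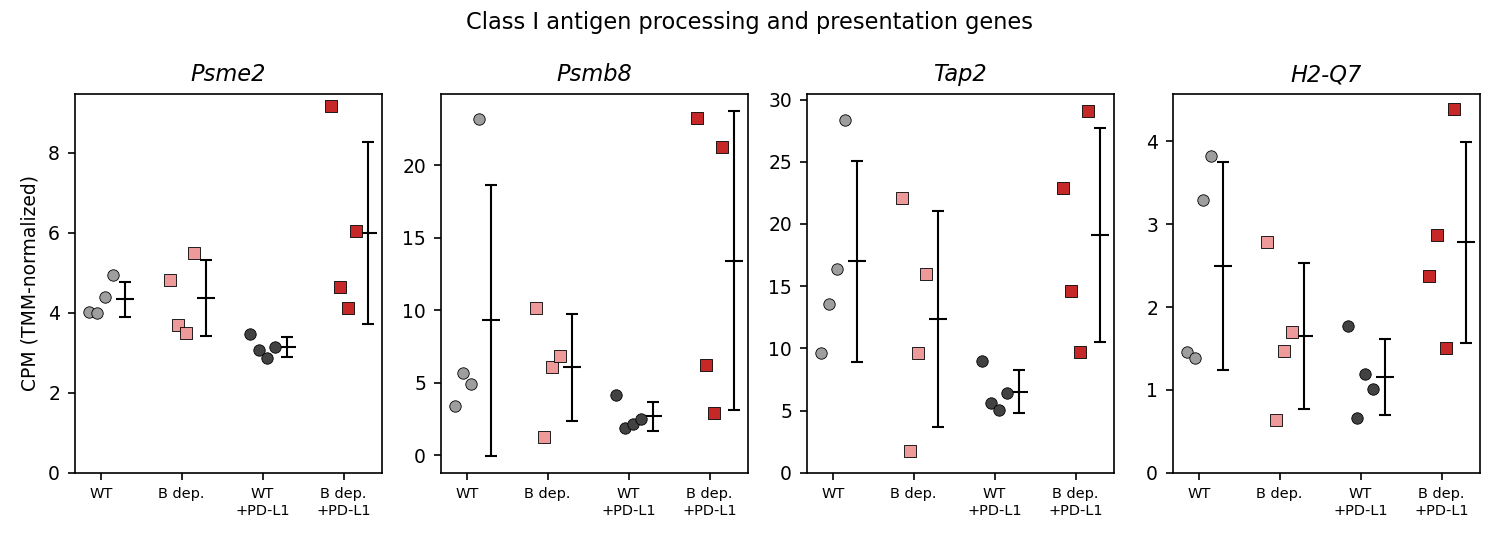
CPM (vertical axes) of the class I pathway genes Psme2, Psmb8, Tap2 and H2-Q7 in the 4 groups, 1 point per library with mean and SD at the right of each group. Psme2 is higher in all 4 treated depleted libraries than in the treated WT libraries (means 5.99 and 3.14), and none of the 4 genes passed adjustment over all genes.

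In untreated tumours, the same contrast asks what B cells contribute without therapy. By gene-span counts, depleted tumours had less of Cdk8, a kinase of the transcriptional Mediator complex, of the membrane protein gene Lrrc66 and of Cst13. Cst13 was low, at most 1.80 CPM in any library. They had more of the muscle genes Xirp2 and Ttn and of Naip2, a sensor of bacterial proteins. The rise in Xirp2 was carried mostly by depleted libraries C and D. In the authors' log2 values Cdk8 and Lrrc66 were not lower. In all, 172 of 19340 genes changed, 41 higher and 131 lower, in the fit where all groups share the estimate of the spread. Correlations within groups went down to 0.931 in depleted untreated and 0.986 in WT untreated tumours. The shared estimate may therefore understate the spread of the depleted group. A fit of only the groups compared called 0 genes. Pseudogenes made up 69 of the 131 lower genes (52.7%) against 11.9% of tested genes (Fisher's exact test across genes, odds ratio 8.48, p = 4.83e-30; genes are not independent). Erythroid genes and stress genes, as lists, stood lower in depleted tumours, but neither held with an estimated correlation (adjusted p = 0.613 for both).

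By edgeR the log2 changes of higher genes (± SE, adjusted p) were 2.71 ± 0.56 for Xirp2 (0.0357), 1.77 ± 0.37 for Ppm1e (0.0357), 1.56 ± 0.33 for Naip2 (0.0407), 1.49 ± 0.32 for Ttn (0.0416), 1.44 ± 0.33 for Cyp3a13 (0.0469), 1.09 ± 0.21 for Sectm1a (0.0263), 0.99 ± 0.18 for Usp2 (0.0198) and 0.98 ± 0.17 for Psmb7-ps2 (0.0151). Lower genes were Cst13 (-3.83 ± 0.83, 0.0417), Mir5109 (-2.54 ± 0.53, 0.0364), Lrrc66 (-2.49 ± 0.36, 0.0101), Mir5105 (-2.26 ± 0.39, 0.0151), Fam163b (-2.06 ± 0.42, 0.0357), Rpl27-ps2 (-1.81 ± 0.27, 0.0101), Cdk8 (-1.80 ± 0.32, 0.0187) and Zfp185 (-1.79 ± 0.38, 0.0375). Cdk8 went from 861 ± 242 to 247 ± 135 CPM, Lrrc66 from 12.2 ± 3.2 to 2.21 ± 1.2 and Naip2 from 1.15 ± 0.45 to 3.36 ± 0.59 (SD, n = 4), each with 4 of 4 libraries on its side. Xirp2 was at 3.32 and 2.30 CPM in depleted libraries C and D but at 0.398 and 0.447 in A and B, against 0.222 to 0.285 in WT libraries. Mir5105 lies inside Cdk8, Usp2 inside Rnf26 and Psmb7-ps2 inside Gm6787. Cst13 ran from 0.411 to 1.80 CPM in WT and 0 to 0.255 in depleted untreated libraries, and changed by -4.79 without depleted library B. In the authors' log2 values Sectm1a, Lrrc66 and Cdk8 went the other way (-0.10, 0.16 and 0.03 by limma).

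The 3 tested erythroid genes had a median of -2.82 (camera adjusted p = 0.0275, adjusted p = 0.613 with an estimated correlation), with 0 passing over all genes and 3 adjusted over the list alone. Hba-a1, a globin gene, went from 277 ± 319 to 38.7 ± 17 CPM (log2 -2.83 ± 0.69, adjusted p = 0.0613), Hba-a2 changed by -2.82 ± 0.70 (0.0653) and Alas2, of haem synthesis and inside Apex2, by -2.28 ± 0.65 (0.0921). WT library A, at 751 CPM of Hba-a1, raised the WT mean, and without it Hba-a1, Hba-a2 and Alas2 changed by -1.61, -1.60 and -1.16. The 12 stress genes had a median of -0.57 (camera adjusted p = 0.00737, adjusted p = 0.613 with an estimated correlation), with 0 passing and 5 adjusted over the list alone. The chaperone genes Dnajb1, Hspa1a and Hspa1b changed by -0.52, -1.02 and -0.82 and Ier2 by -0.80 (adjusted p 0.118, 0.170, 0.175 and 0.132). Of list members named after their values were seen, Ttn passed among muscle genes (camera adjusted p = 0.0749) and the mitotic kinase gene Aurkb among proliferation genes (-0.57 ± 0.13, adjusted p = 0.0469, camera 0.0944).

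Nlrp10, an innate immune sensor that the study names, went from 0.759 ± 0.34 to 1.45 ± 0.32 CPM, higher in 4 of 4 libraries (log2 0.93 ± 0.37, adjusted p = 0.187 by edgeR). The authors' table lists it at 1.11 (p = 0.0197) and Il1rl1, the receptor of interleukin 33, at 1.93 (p = 0.0233). Il1rl1 had 8 counts in WT and 29 in depleted untreated libraries, higher in 4 of 4, and was too low to be tested over all genes. Lag3 and Ido2 changed by 0.53 and 0.40 (adjusted p 0.571 and 0.598), Lag3 by 0.20 without depleted library A and Ido2 by 0.09 without depleted library D, and the list the study names had a median of 0.53 (camera adjusted p = 0.410), with 0 passing adjusted over the list alone. Foxp3 changed by 0.61 ± 0.17 (0.0853), with its span inside Ppp1r3f. Ighm, Cd79a, Cd40, Cd274, Ccl5, Vegfa and Mlana changed by -1.52, -0.29, -0.12, -0.21, 0.63, -0.07 and -0.31 (adjusted p 0.343, 0.684, 0.910, 0.677, 0.433, 0.864 and 0.327), Ighm by -0.13 without WT library C.

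In the B cell contrast in untreated tumours, leaving out WT library A, B, C or D left 26, 48, 30 or 22 genes and leaving out depleted library C or D left 103 or 104, against 141 and 202 without A and B. With the GC slope as a covariate 835 genes were called, 166 of them among the 172, whose median size went from 1.29 to 1.18 and median SE from 0.262 to 0.247, and a fit of only these 8 libraries called 0 (2926 at an unadjusted p under 0.05) while DESeq2 called 990 and voom 225.

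Treatment was next compared with no treatment in WT mice, to ask what PD-L1 blockade changed in the presence of B cells. Treated tumours had less of Stoml2, a protein of the inner mitochondrial membrane. It went from 49.4 ± 2.2 to 26.6 ± 3.5 CPM (SD, n = 4), lower in 4 of 4 libraries (log2 -0.89 ± 0.13, edgeR adjusted p = 0.0492). Stoml2 was the 1 gene of 19340 called, although 5112 genes had an unadjusted p under 0.05 where 967 would be if no gene changed and genes were independent. MHC class I and stress genes stood lower as lists, but neither held with an estimated correlation (adjusted p 0.994 and 0.839).

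Genes with the lowest p that did not pass were Lpl (1.43 ± 0.25, edgeR adjusted p = 0.0520), Psmb7-ps2 (0.95 ± 0.17, 0.0520) and the fatty acid receptor gene Cd36 (1.68 ± 0.32, 0.0644) on the higher side, and Comtd1 (-1.33 ± 0.22, 0.0520) and Nudt8 (-1.0 ± 0.18, 0.0520) on the lower side. The class I list had a median of -0.55 (camera adjusted p = 0.0193, adjusted p = 0.994 with an estimated correlation), with 0 passing over all genes and 1, H2-T23, adjusted over the list alone. H2-T23 changed by -1.21 ± 0.34 (0.0869; its span lies inside BC023719), and Psmb9, Tap2 and Psmb8 by -1.93, -1.39 and -1.81 (adjusted p 0.104, 0.123 and 0.130). Without WT untreated library D, Psmb9, Tap2 and Psmb8 changed by -0.96, -1.02 and -0.81. Stress genes had a median of -0.61 (camera adjusted p = 0.000707, adjusted p = 0.839 with an estimated correlation), with 0 passing over all genes and 6 adjusted over the list alone. Dusp1, Ier3, Ier2 and Fos changed by -0.92, -1.02, -0.95 and -0.63 (adjusted p 0.0777, 0.0777, 0.0869 and 0.0869). Cd274, Ido2, Lag3, Nlrp10, Cd79a, Ighm, Foxp3, Cd40, Ccl5, Vegfa and Mlana changed by 0.06, -0.29, -0.45, 0.13, 0.00, -1.07, 0.05, -0.11, -0.34, -0.30 and -0.31, with adjusted p from 0.251 to 0.998. For treatment in WT mice, leaving out any 1 library gave 0 genes in edgeR (2764 to 4561 at an unadjusted p under 0.05), except WT treated library A, without which 10 were called. A fit of these 8 libraries alone called 5441 genes, DESeq2 1750, voom 20 and limma on the authors' log2 values 0.

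In B cell-depleted mice, the comparison of treated with untreated tumours asks what the antibody changed without B cells. Treated tumours had less of Slc1a1, a transporter of glutamate, and of the pseudogene Psmb7-ps2. Slc1a1 went from 98.2 ± 14 to 56.9 ± 5.1 CPM (SD, n = 4; log2 -0.79 ± 0.12, edgeR adjusted p = 0.0128) and Psmb7-ps2 changed by -1.24 ± 0.17 (0.00749). The 13 genes called, 4 higher and 9 lower, held 11 pseudogenes, and 2017 genes had an unadjusted p under 0.05. As lists, interferon gamma response, class I, erythroid and stress genes stood higher and skeletal muscle genes lower, and none of the 5 held with an estimated correlation (adjusted p 0.608 to 0.773).

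Interferon gamma response genes had a median of 0.94 over 21 genes (camera adjusted p = 0.00303, adjusted p = 0.773 with an estimated correlation), with 0 passing over all genes and 1, Socs1, adjusted over the list alone. Socs1, a feedback inhibitor of cytokine signalling, changed by 1.64 ± 0.44 (0.167), Cd274 by 0.59 ± 0.27 (0.466), and Gbp2 and Cxcl11 (inside Art3) by 1.67 and 0.66 (adjusted p 0.529 and 0.556). Class I genes had a median of 0.44 (camera adjusted p = 0.0127, adjusted p = 0.773 with an estimated correlation), with 0 passing in either way. Psme2, B2m (inside Patl2), H2-Q7 and Psmb8 changed by 0.43, 0.44, 0.74 and 1.12 (adjusted p 0.534, 0.553, 0.567 and 0.569). Without treated library A, Psme2, B2m and Psmb8 changed by 0.17, 0.07 and 0.73, and without treated library D, H2-Q7 changed by 0.43. Erythroid genes had a median of 2.16 (camera adjusted p = 0.0159, adjusted p = 0.608 with an estimated correlation), with 0 passing over all genes and 3 adjusted over the list alone. Hba-a1, Hba-a2 and Alas2 changed by 2.20, 2.16 and 1.47 (adjusted p 0.220, 0.243 and 0.437), and by 1.503, 1.424 and 0.872 without treated library D. Muscle genes had a median of -0.93 (camera adjusted p = 0.0271, adjusted p = 0.773 with an estimated correlation), with 0 passing and 2, Mylpf and Ttn, adjusted over the list alone. Mylpf, Ttn, Tnnc2 and Neb changed by -1.03, -1.0, -1.20 and -0.39 (adjusted p 0.195, 0.243, 0.552 and 0.574), Tnnc2 by -0.39 without untreated library D. Stress genes had a median of 0.34 (camera adjusted p = 0.0271, adjusted p = 0.773 with an estimated correlation), with 0 passing in either way, and Hspa1a, Hspa1b, Dnajb1 and Fosb changed by 1.11, 0.73, 0.35 and -0.87 (adjusted p 0.289, 0.424, 0.462 and 0.542).

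Genes with the lowest p that did not pass in depleted mice were Obox3 (0.73 ± 0.14, edgeR adjusted p = 0.0589), Pla2g4e (0.49 ± 0.10, 0.0668), Lrrc66 (1.76 ± 0.36, 0.0678) and Nsmce1 (-0.65 ± 0.12, 0.0589). Pla2g4e and Lrrc66 went the other way in the authors' log2 values (-1.01 and -0.16). Ido2, Lag3, Nlrp10, Cd79a, Ighm, Foxp3, Cd40, Ccl5, Vegfa and Mlana changed by -0.04, 0.21, -0.73, 0.16, -0.48, -0.56, 0.39, -0.27, 0.18 and 0.15, with adjusted p from 0.197 to 0.982. For treatment in depleted mice, leaving out untreated library A, B, C or D left 10, 20, 32 or 14 genes and leaving out treated library A, B, C or D left 4, 0 (1692 at an unadjusted p under 0.05), 3 or 48, while DESeq2 called 336 and voom 8.

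The interaction asks whether the B cell difference was the same with and without the antibody. It was not for 1474 of 19340 genes, 918 with a higher and 556 with a lower difference in treated tumours. Stoml2 and Eif4a3, an RNA helicase of the exon junction complex, were lower in depleted tumours without treatment and higher with it, while Psmb7-ps2 went the opposite way. Of 9 genes called in both B cell contrasts, 8 had opposite signs where independent lists would share 0.69, and 1 was higher in both (4930535L15Rik, expected 0.18) and 0 lower in both (expected 0.33). Among the 8, Psmb7-ps2 lies inside Gm6787, so these are not separate genes by count. Log2 changes of the contrasts correlated at -0.192 (Pearson) and -0.285 (Spearman) across genes, with 36.45% of genes on the same side. A Pearson correlation as low was reached by 25 of 100 splits, and it turned positive with the GC slope as a covariate.

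Stoml2 had 49.4, 27.2, 26.6 and 42.0 CPM in WT untreated, depleted untreated, WT treated and depleted treated tumours (interaction log2 1.52 ± 0.18, edgeR adjusted p = 0.00134). Eif4a3 had 93.7, 51.4, 50.1 and 85.0 CPM in that order (1.63 ± 0.24, 0.00559) and Psmb7-ps2 6.77, 13.3, 13.1 and 5.63 (-2.19 ± 0.24, 0.000457). Pla2g4e (0.97 ± 0.14, 0.00414; -0.80 in the authors' log2 values), Agbl5 (1.47 ± 0.24, 0.00874) and Rbm17 (1.26 ± 0.21, 0.00954) were the other higher genes with the lowest p, and Mir1981 (-1.70 ± 0.26, 0.00755) was another lower one. Class I genes had a median interaction of 0.92 (camera adjusted p = 0.00326, adjusted p = 0.952 with an estimated correlation), with 1, H2-T23, passing over all genes and 10 adjusted over the list alone. Erythroid genes had 4.39 (camera adjusted p = 0.0335, adjusted p = 0.921 with an estimated correlation), with 3 of 3 passing in both ways. Without WT untreated library A, Hba-a1, Hba-a2 and Alas2 had interactions of 3.22, 3.17 and 2.32 (edgeR adjusted p 0.0412, 0.0449 and 0.0746) in place of 4.44, 4.39 and 3.44, and without depleted treated library D 3.74, 3.65 and 2.84 (0.0359, 0.0404 and 0.0750). Stress genes had 1.17 (camera adjusted p = 0.00134, adjusted p = 0.921 with an estimated correlation), with Ier2, Ier3 and Dusp1 passing over all genes and 9 adjusted over the list alone.

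The interaction was smaller with the GC slope as a covariate: 162 genes were called, 105 of them among the 1474, whose median size went from 1.23 to 0.71 and median SE from 0.310 to 0.244. DESeq2 called 3262 and voom 1511, and leaving out single libraries gave 281 to 568 genes for the 4 WT untreated libraries, 2896, 1604, 632 and 3890 for depleted untreated A to D, 2027, 702, 437 and 428 for WT treated A to D and 1149, 844, 325 and 647 for depleted treated A to D.

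**Figure D4:**
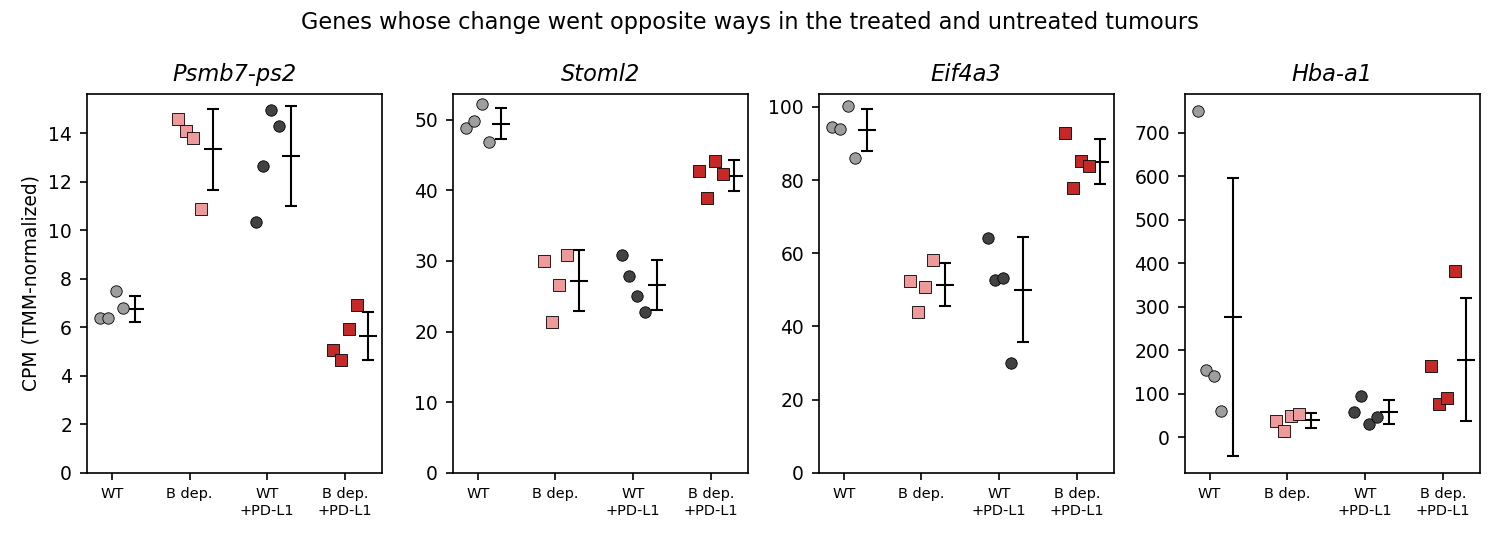
CPM (vertical axes) of Psmb7-ps2, Stoml2, Eif4a3 and Hba-a1 in the 4 groups, 1 point per library with mean and SD at the right of each group. Stoml2 means are 49.4 and 27.2 CPM in WT and depleted untreated tumours and 26.6 and 42.0 CPM in WT and depleted treated tumours, so the order of the groups is exchanged.

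No other list was called in any of the 5 comparisons. The lowest camera adjusted p over them was 0.410 for B cells, 0.420 for plasma cells, 0.224 for class II, 0.817 for dendritic cells, 0.197 for T cells, 0.0704 for cytotoxic effectors, 0.218 for T cell activation, 0.420 for checkpoints, 0.128 for regulatory T cells, 0.410 for genes the study names and 0.0944 for the type I interferon response. It was 0.0944 for inflammation, 0.692 for lymphoid chemokines, 0.221 for Toll-like receptors, 0.105 for macrophages, 0.282 for neutrophils, 0.230 for the melanocyte lineage, 0.0944 for proliferation, 0.769 for hypoxia and angiogenesis, 0.0698 for fibroblasts, 0.437 for endothelium, 0.806 for keratinocytes and 0.333 for adipocytes. Median and test differed in sign for some uncalled lists, such as lymphoid chemokines in untreated tumours (median -0.03, mean 0.12, tested as higher) and dendritic cells there (median 0.08, mean -0.09, tested as lower).

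The authors' tables of the B cell contrasts were set beside the refit. For untreated tumours they list 766 genes, 290 higher and 476 lower, of which 602 were tested here, 565 had the same sign (93.9%) and 98 were called. For treated tumours they list 943 genes, 651 higher and 292 lower, of which 763 were tested here, 737 had the same sign (96.6%) and 62 were called. Both sets of values come from the same libraries.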

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

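Chosen only after the result was seen were the 4 tests of the interaction, each test by GC slope and the test of macrophage markers, while the splits of the libraries and the test of parent genes were set before their results were seen.

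The B cell difference depended on treatment for 1474 genes, by the test of the interaction. Named genes with an interaction on the log2 scale were, on the higher side, Hba-a1 (4.44), Hba-a2 (4.39), Alas2 (3.44), Socs1 (2.90), Mir5109 (2.68), Mir5105 (2.64), Lrrc66 (2.64), Zfp185 (2.38), Cdk8 (2.34), Fam163b (2.11), Rpl27-ps2 (1.81), ERDR1 (1.79), Rhbdl1 (1.75), Comtd1 (1.73), H2-T23 (1.68), Eif4a3 (1.63), Stoml2 (1.52), Agbl5 (1.47), Cyp2t4 (1.45), Ier2 (1.41), Ier3 (1.31), Dusp1 (1.29), Rbm17 (1.26), Nudt8 (1.21), Obox3 (1.00) and Pla2g4e (0.97). On the lower side were Psmb7-ps2 (-2.19), Cyp3a13 (-2.07), Naip2 (-1.86), Lpl (-1.82), Mir1981 (-1.70), Cd36 (-1.68), Hspa9-ps1 (-1.54), Tsga10 (-1.29), Rgs22 (-1.27), Sectm1a (-1.19), Usp2 (-1.01), Slc1a1 (-0.94) and Nsmce1 (-0.68). Without WT untreated library A, Hba-a1, Hba-a2 and Alas2 fell to 3.22, 3.17 and 2.32, without depleted treated library D to 3.74, 3.65 and 2.84, and Mir5109 without depleted treated library C to 2.01, where Mir5109 no longer passed and Alas2 passed in neither. The class I, erythroid and stress lists differed as well (camera adjusted p 0.00326, 0.0335 and 0.00134), but none held with an estimated correlation (adjusted p 0.952, 0.921 and 0.921).

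The interaction contrast also has a difference of 0.524 in GC slope, as large in 3 of 100 splits. With the slope as a covariate 57.9% of the median size of the 1474 changes was left, from 1.23 (median SE 0.310) to 0.71 (median SE 0.244), and 105 of them still passed, the median size having fallen by more than the median SE. Expression that goes with the GC slope may account for part of the interaction and cannot be told apart from a dependence on B cells and treatment, which the design names and which stays open, since the slope is made from the same expression values. Smooth trends on GC content and gene length as the whole source are argued against by 1822 genes called with those trends removed, 1146 of them shared. Library B of the depleted untreated group, the farthest on the first component, is argued against as the source by 1318 of the 1474 genes still called without it. For other single libraries this stays open, since 277 of the 1474 were still called without WT untreated C, 323 without depleted treated C and 424 without WT treated D, and calls also end because 3 libraries have less power than 4. Mean read length derived from coverage, a measure not used here, left no interaction gene called by edgeR when it was tried as a covariate, so a technical source is not excluded.

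The count of 1474 was reached by 2 of 100 splits, the real one included. It was uncommon among splits, but a wrong split called more genes, so chance is not excluded. The highest other split gave 1978 genes. It kept the treated groups and set untreated libraries B and C of both B cell statuses against untreated A and D. Its difference in GC slope was 0.624, against 0.524 for the real split, and what sets those libraries apart was not tested. For the 3 called lists of the interaction chance could not be excluded, since 73 of 100 splits called as many and the highest other called 13. Nor could it for the correlation of the B cell contrasts at -0.192, which 25 of 100 splits reached, the lowest other being -0.524.

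Some libraries lay apart from the other 3 of their group by Dixon's test, in 23 of 332 groups tested, where chance marks about 1 in 20 groups, or 16.6. Library D of WT untreated tumours had 23.2 CPM of Psmb8 (others at most 5.66), 51.3 of the interferon-induced gene Gbp2 (others at most 5.23) and 3.95 of Mir5109. Library A of that group had 751 CPM of Hba-a1 and 709 of Hba-a2, and library C had 2.98 of Ighm, together with 31 Igkc counts, and 12.6 of Foxp3. Library D of WT treated tumours had 9.08% of counts in pseudogenes (others 10.35 to 10.52%), 0.614 CPM of Cd79a, 22.0 of Ppm1e, 1.30 of Tnnc2 and 38.1 of Agbl5, while C had 7.21 of Lpl and B had 118 of Ier3. In depleted untreated tumours, D had 20 CPM of Tmem63c and 45.3 of Pla2g4e, C had 9.28 of Cyp3a13 and B had 39.6 of Rbm17. In depleted treated tumours, B had 173 CPM of ERDR1, 3.70 of Lpl and 13.1 of Nudt8, and A had 19.1 of Tmem63c and 0.158 of Cd79a.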

How the results depend on the processing

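Chosen after the data were seen were the fits with the GC slope as a covariate, with GC and length offsets, with a block by column letter, on genes that overlap no other, on protein-coding genes alone and without 3 libraries, while the rest were fixed with the design. Counts below are edgeR calls in the order B cell contrast in treated tumours, B cell contrast in untreated tumours, treatment in WT mice, treatment in depleted mice, and interaction, against 135, 172, 1, 13 and 1474 as reported. Where no cause is given, the cause was not tested. Values of named genes are log2 changes. Median-of-ratios factors gave 131, 165, 1, 14 and 1480 genes and dispersions without the robust step 141, 173, 1, 14 and 1527. Upper-quartile factors gave 188, 146, 0 (5272 at an unadjusted p under 0.05), 16 and 1417, with a split of 58 higher and 88 lower in untreated tumours and 680 and 737 for the interaction, and Foxp3 at 0.017 in the B cell contrast in treated tumours. Without a filter there were 84, 121, 4, 22 and 945 genes and 5 lists for the interaction. The filter of 1 CPM gave 210, 158, 0 (4821), 16 and 1666, with Foxp3 at 0.015. Here more or fewer genes were tested. Other tools moved the counts further. DESeq2 called 1503, 990, 1750, 336 and 3262 genes, with adjusted p left undefined for 379, 4, 3377, 754 and 1878. Voom called 72, 225, 20, 8 and 1511, with Lag3 at -0.03 in untreated tumours and, for treatment in WT mice, Cd79a at -0.007 and Cd40 at 0.007. Limma on the authors' log2 values called 17, 45, 0 (4191), 6 and 331. There the B cell contrast in treated tumours reversed for Samd12 (-0.287), Tmem63c (-0.212), Usp44 (-0.453), Foxp3 (0.01) and Cd40 (-0.325), and the untreated one for Sectm1a (-0.1), Lrrc66 (0.16) and Cdk8 (0.026). Treatment in WT mice reversed for Ido2 (0.626), Cd79a (-0.052) and Cd40 (0.265), treatment in depleted mice for Pla2g4e (-1.013), Lrrc66 (-0.16) and Cd79a (-0.052), and the interaction for Pla2g4e (-0.798). Which counts the authors' values were made from is not given in the sources used here. Fits of only the groups compared called 2638, 0 (2926), 5441 and 0 (1095) genes. An unadjusted p under 0.05 with a 2-fold change gave 950, 815, 661, 435 and 2460, and an adjusted p under 0.1 gave 1191, 654, 1424, 82 and 3776.

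With the GC slope as a covariate the counts were 40, 835, 0 (2072), 199 and 162. The slope is made from the expression values, so it takes up differences between groups as well as spread within them. The B cell contrast in treated tumours reversed for Ido2 (-0.007), Foxp3 (0.067) and Cd40 (-0.063), and the B cell contrast in untreated tumours for Cd40 (0.021). In WT mice Ido2 (0.481), Lag3 (0.589), Ighm (0.888), Foxp3 (-0.043), Cd40 (0.424), Cd274 (-0.22) and Ccl5 (0.465) reversed. Called lists became 1, 3, 5, 1 and 2. Of the lists called before, only muscle genes in depleted mice kept their call (adjusted p 0.0110), and class I had 0.174 in the B cell contrast in treated tumours, 0.335 for treatment in WT mice, 0.180 for treatment in depleted mice and 0.143 in the interaction. GC and length offsets gave 503, 527, 120, 94 and 1822 genes, with Vegfa at 0.133 in untreated tumours and Cd40 at 0.005, Cd274 at -0.162 and Vegfa at 0.056 for treatment in WT mice. Genes that overlap no other gave 11, 26, 0 (2842), 0 (1111) and 832, and protein-coding genes 4, 5, 1, 1 and 703, with Cd79a at -0.006 in WT mice. Without depleted untreated B, WT treated D and depleted treated A, which stood apart, the counts were 1895, 930, 2290, 60 and 1451, and 2 lists were called for treatment in depleted mice. Reversed there were Nlrp10 in the B cell contrast in treated tumours (-0.033), Cd40 (0.107) and Vegfa (0.045) in the untreated one, Cd40 (0.057) and Cd274 (-0.102) for WT mice and Lag3 (-0.152) for depleted mice. No paired analysis was possible because the columns carry letters, not the labels' numbers, and nothing ties letters to animals. A replicate block by column letter gave 0 (4335), 66, 0 (4595), 5 and 587 genes, with Cd40 at 0.029 in untreated tumours and Ido2 at 0.012 for treatment in depleted mice. Deviations of log2 CPM from group means correlated from -0.355 to 0.341 over 24 pairs of libraries of 1 letter (median -0.0189). Pairs of different letters ran from -0.382 to 0.409 over 72 pairs (median 0.0054). In every other group at once, 0 libraries correlated best with their own letter, a condition that chance would seldom meet, so that count decides little.

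For lists, an estimated correlation left 0 calls in all 5 comparisons and fry gave 0, 1, 0, 1 and 2, against 2, 2, 2, 5 and 3 as reported. Estimated correlations were 0.551 for class I, 0.379 for stress, 0.867 for erythroid, 0.685 for interferon gamma response and 0.432 for muscle genes in the comparisons that called them.

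Leaving out 1 library at a time gave 0 to 24 genes for the B cell contrast in treated tumours, 22 to 202 for the B cell contrast in untreated tumours, 0 to 10 for treatment in WT mice, 0 to 48 for treatment in depleted mice and 281 to 3890 for the interaction. Called lists ran from 0 (without depleted D) to 5 (without depleted C) in the B cell contrast in treated tumours, 1 (without depleted D) to 6 (without WT C or depleted B) in the untreated one, 1 (without treated B) to 3 in WT mice, 1 (without untreated B or treated D) to 9 (without treated C) in depleted mice and 2 (without depleted untreated D or depleted treated A) to 6 (without depleted treated C) for the interaction. In the B cell contrast in treated tumours, class I had an adjusted p of 0.066 without depleted D, and stress genes 0.081 without WT D and 0.066 without depleted D. In the untreated one erythroid genes had 0.0597 without depleted A and 0.0721 without D. In WT mice class I had 0.168 without untreated D and 0.0828 without treated B. In depleted mice, class I had an adjusted p of 0.310 without untreated B, 0.134 without treated A and 0.179 without treated D. Interferon gamma response had 0.0848 without untreated B and 0.0697 without treated D. Erythroid genes had 0.0652, 0.0848 and 0.0511 without untreated A, B and D and 0.107 without treated D, and muscle genes 0.124 and 0.617 without untreated C and D. Stress genes had 0.0743 and 0.355 without untreated A and B and 0.0654 and 0.128 without treated C and D. In the interaction, erythroid genes had 0.0546 and 0.0907 without depleted untreated A and D and 0.0683 without depleted treated A.

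No named gene whose sign changed without 1 library passed in the fit that changed it. Their ranges in the B cell contrast in treated tumours were -0.11 to 0.296 for Nlrp10, -0.243 to 0.128 for Cd79a and -0.104 to 0.084 for Foxp3, and in the untreated one -0.576 to 0.261 for Cd40 and -0.187 to 0.015 for Vegfa. In WT mice they were -0.077 to 0.424 for Nlrp10, -0.062 to 0.133 for Cd79a, -1.395 to 0.329 for Ighm, -0.024 to 0.118 for Foxp3, -0.394 to 0.271 for Cd40 and -0.159 to 0.214 for Cd274. In depleted mice they were -0.301 to 0.274 for Ido2, -0.117 to 0.539 for Lag3 and -0.615 to 0.122 for Ccl5. Across genes, the correlation of the B cell contrasts was -0.347 for genes of at least 1 CPM, -0.193 with median-of-ratios factors, 0.0555 with the GC slope as a covariate, 0.125 without the 3 libraries, and -0.343 to 0.0965 without single libraries, the highest without depleted untreated B.

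Over all alternatives and named genes, 2668 values kept direction and side of the threshold, 314 kept direction and no longer passed, 87 newly passed and 81 reversed. For called lists these numbers were 161 for kept and 73 for no longer passing. Counts were low in several lists: 1 of 10 natural killer cell, 3 of 12 neutrophil, 4 of 16 plasma cell, 6 of 19 T cell, 5 of 14 cytotoxic and 9 of 20 B cell genes had enough counts to be tested.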

Other observations

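Of the tests here, the test of macrophage markers and each test by GC slope were chosen after the result was seen, as were the GC fits of 2 groups alone and the genes singled out from those fits.

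When only the groups compared were fitted, treatment in WT mice called 5441 of 18404 genes tested, 2781 higher and 2660 lower. Calls within a list have to be read against that large share. Of 10 Toll-like receptor genes 4 were higher (Tlr2, Tlr3, Tlr4 and Tlr13 at 1.09, 1.16, 0.96 and 1.40 log2) and 1 lower, and of 11 vessel genes 6 were higher, among them Tek (0.72), Emcn (0.81), Cdh5 (0.53) and Pecam1 (0.39), and 1 lower, with neither list called (camera adjusted p 0.463 and 0.310). Class I genes were lower in 8 of 16 cases, among them H2-K1 (-0.56), H2-T23 (-1.20), Tap2 (-1.38) and Psmb9 (-1.92), and so were 6 of 12 stress genes. Proliferation genes were called both ways, 5 higher and 3 lower of 16. Untreated library D was the highest of its group for Psmb9 (17.8 CPM, next 5.36), Tap2 (28.4, next 16.4) and H2-T23 (37.0, next 19.5). No other split of the WT libraries called a gene (1 of 35 as large, highest other 0). That is the smallest share 35 splits can give, so chance is argued against but not excluded. With trends on GC content and length removed 2145 genes were called. All treated WT libraries (-0.412 to -0.082) had a lower GC slope than all untreated ones (0.125 to 0.218). Slope and treatment are thus largely tied here, although the slope also varied within each group. A fit with the slope as a covariate called 0 genes. That fit cannot tell treatment from expression that goes with the slope, so neither is excluded. Across genes, log2 changes went with GC content (Spearman rho = -0.545).

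The B cell contrast in treated tumours called 2638 of 18512 genes tested in the fit of its own libraries, 1221 higher and 1417 lower. Of 35 splits, 1 reached that count (highest other 2). This too is the smallest share possible, so chance is argued against but not excluded. Class I genes passed in 7 of 16 cases, all higher, with Psmb8 at 2.32, Tap2 at 1.55, Psmb9 at 1.52 and H2-D1 at 0.69, while Tlr4 (-0.78), Top2a (-0.68) and Tyrp1 (-0.47) were lower. With the GC and length trends removed 1237 were called. There the GC slope was higher in all depleted (-0.036 to 0.198) than in all WT libraries (-0.412 to -0.082). With the slope as a covariate 0 genes were called. B cell loss cannot be told apart from expression that goes with the slope in that fit. Spearman rho of log2 changes with GC content across genes was 0.455. The B cell contrast in untreated tumours called 0 genes in such a fit (2926 at an unadjusted p under 0.05), a count that 35 of 35 splits reach, the highest other being 4. Likewise treatment in depleted mice called 0 (1095 at an unadjusted p under 0.05), again reached by 35 of 35, with 0 as the highest other.

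In the fit of all libraries, splits were counted in the same way. No other split reached the 135 genes of the treated B cell contrast (1 of 35, highest other 0). Nor did any reach the 172 of the untreated one (1 of 35, highest other 3). That is the smallest share 35 splits can give, and it is not adjusted over comparisons. Chance is therefore argued against but not excluded, and for the untreated contrast the fit of its own libraries called 0 genes. For the 1 gene in WT mice no other split called a gene (1 of 35, highest other 0), but counts simulated with no change gave 1 call as well, so chance stays open. It could not be excluded for 13 genes in depleted mice, which 3 of 35 splits reached. The highest other split there called 476 genes, by setting untreated A and D with treated B and C against the rest. Its difference in GC slope was 0.329, against 0.138 for the real split, and what sets those libraries apart was not tested. List counts were reached by 30, 32, 34 and 15 of 35 splits in the treated B cell contrast, the untreated one, WT mice and depleted mice (highest others 10, 12, 10 and 14), so chance could not be excluded for them.

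The higher class I genes of treated depleted tumours were weighed against technical and cellular sources. With the GC slope as a covariate 64.4% of their median change was left, from 0.65 (median SE 0.291) to 0.42 (median SE 0.265), so expression that goes with the GC slope may account for part of it and cannot be told apart from the rest at that error. Macrophages carry class I genes, but their markers differed by -0.45 ± 0.45 (SE) in mean log2 CPM against 0.709 ± 0.266 for class I genes, and 2 SE above that leaves up to 0.45, above the bound of 0.354 set for excluding them. Other cells stay open. Fibroblast markers were higher in 12 of 13 cases (median 0.43, camera adjusted p = 0.163) and the erythroid genes in 3 of 3 (median 1.57, 0.224). Class II antigen presentation genes were higher in 8 of 8 (median 1.00, 0.224). None of these lists was called. An effect of B cell loss, which the design names, stays open. A route through interferon or T cell activity is a hypothesis that was not tested directly. Interferon gamma response genes were higher in 20 of 21 cases there, with a median of 0.52, but the list was not called (camera adjusted p = 0.163, adjusted p = 0.880 with an estimated correlation), nor were T cell, cytotoxic and T cell activation genes (camera adjusted p 0.424, 0.163 and 0.865).

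Pseudogenes were 69 of 131 lower genes in untreated depleted tumours. Reads shared with parent genes were tested only in the form that lower parents lower their pseudogenes. The 3 tested parents of named pseudogenes had a median of -0.44 (-0.45 to 0.10) against -1.29 for those 3 pseudogenes, which is too few to decide. The test cannot speak to a change in how reads divide between parents and pseudogenes. Expression that goes with the GC slope is argued against, since 93.9% of the median size was left with it as a covariate, from 1.46 (median SE 0.288) to 1.37 (median SE 0.276), and 66 of 69 still passed. A change of the genes that hold or overlap them (30 of 69 overlap another gene) was not tested. With mean read length derived from coverage as a covariate, a measure not used here, edgeR called few genes of this contrast. A technical source is therefore not excluded.

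The T cell activation list moved on balance by fry in the untreated B cell contrast (lower, adjusted p = 0.00781), in depleted mice (higher with treatment, 0.0119) and in the interaction (higher, 0.0155), while camera gave 0.282, 0.218 and 0.580 and no member passed over all genes.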
